A study of Homo sapiens with 12 samples.

How the data were processed

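The series measured polyA RNA in CAL62 cells, a line established from an anaplastic thyroid carcinoma. Of 2 isogenic CAL62 lines, doxycycline induces the mature miRNA hsa-miR-139-5p in the first and a scrambled, non-targeting control in the other. Each line was sampled untreated and after 96 h with 1 µg/ml doxycycline, with 3 libraries in each of the 4 groups and 12 libraries in all. Per the labels' protocols, total RNA was extracted with Trizol, the polyA fraction was fragmented, libraries were made with a kit that keeps the strand (NEBNext Ultra II Directional), and sequencing ran on a HiSeq2500.

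The authors deposited a table of FPKM values (fragments scaled to transcript length and to the mapped fragments of the library), of which 37471 genes and 12 library columns were used here. The submitters' processing notes name FastQC 0.11.0, TopHat2 2.0.10, Bowtie 1.0.0, SAMtools 0.1.19 and 1.3.1, STAR 2.5, Cufflinks, HTSeq and TopHat, and the human builds GRCh37 and hg19. Which of these tools made the FPKM values, with which gene annotation, and whether strand was used in that step are not given in the sources used here. FPKM values are corrected for transcript length and scaled to each library's total, so a gene group that takes a larger share of one library lowers the values of all other genes in it. The FPKM values, as deposited, carry no read counts. The depth of each library is therefore unknown, and no counting interval or detection floor is given. Genes of chromosomes 3 to 9 were not analysed here, so sums, shares and counts of genes cover the genes used here. The FPKM of these summed to between 534216 and 664359 per library. No pair of libraries held identical values (0 of 66 pairs). Of the 37471 genes, 17323 were listed at 0 in all 12 libraries.

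Column names gave the group of each library and a tag (C, NE or TR), but not the replicate letter of the sample titles. Libraries were therefore assigned to their group only, and are called here by group and tag. The series' design text says that the experiment was repeated 3 times, but the labels do not say which libraries belong to one repeat or came from separate cultures. The p-values thus measure the spread between these libraries, which may be partly technical. Whether the tags pair the libraries was checked on the deviations of each library from its group mean. All 18 pairs of libraries with the same tag in different groups correlated, with r from 0.33 to 0.86 and a median of 0.63, whereas the 36 pairs with different tags had r from −0.66 to 0.14 and a median of −0.37. For 12 of 12 libraries the best partner carried the same tag. The tag held 62.5% of the sum of squares over the tested genes and the group 13.1%. A fit with the tag as a replicate block is given beside the unblocked fit where it changes a call. That block was chosen after the column names were seen.

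Tests were run with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1). A gene was tested where its mean FPKM over the 12 libraries was at least 1, which left 9778 genes. A log2 change on this scale understates the change of genes with low values. One fit with the 4 group means gave 5 two-sided comparisons: doxycycline against untreated in each line, the difference between those changes (the interaction), and the miR-139 line against the scrambled line after doxycycline and before it. Variances were moderated with a trend on expression, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The groups are balanced over tags, so the log2 changes are the same with and without the block and only their errors differ.

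The 24 gene lists were fixed before the data were examined: reported miR-139-5p targets, hnRNP family, SR proteins, core spliceosome, miRNA pathway, mitosis, DNA replication, MAPK output, EMT and invasion, thyroid differentiation, mitochondrially encoded proteins, nuclear oxidative phosphorylation, amino acid and ATF4 response, glycolysis and hypoxia, p53 targets, interferon-stimulated genes, NF-kB and cytokines, cholesterol synthesis, heat shock and protein folding, and markers of leukocytes, endothelium, fibroblasts, keratinocytes and thyroid C cells. Lists with at least 5 tested members were tested with camera (preset inter-gene correlation 0.01), which compares a list with the other genes, and with camera at an estimated correlation and with fry beside it. P-values were adjusted over the 19 lists of each comparison. For members of a list, calls adjusted over all 9778 genes and adjusted over the list alone were counted.

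Seed sites were searched in the longest annotated 3′ UTR of each gene in GENCODE 29 (GRCh38), which served only for 3′ UTR sequences and coordinates and is another build than that of the FPKM table. Of the 9778 tested genes, 7930 matched 1 protein-coding gene, 7609 by symbol and 321 by an older symbol, and 7898 of these had a 3′ UTR. The site was ACTGTAG, complementary to bases 2 to 8 of the miRNA. The difference in median log2 change between genes with and without it was tested with 100000 two-sided permutations within 10 bins of 3′ UTR length. The value given as length-adjusted is that difference minus the median of the permutations. The raw difference, not adjusted for length, was also ranked among those of 629 other 7-mers of the same base composition. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and numba 0.67.0.

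HNRNPF and PDE2A, the host gene of miR-139, were always to be named. Further genes were named where the adjusted p was under 0.05, the group values did not overlap and the highest group mean was at least 2 FPKM, up to 8 per direction with the largest change, along with up to 4 members of each described list with the smallest p. No gene passed in the unblocked fit. For genes called with the block the condition on overlap was dropped, after the data were seen, since the tags set most of the spread. Other genes are said to have been chosen after their values were seen.

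The procedure was tested on simulated data with the measured means and spreads of the 9778 genes, 100 of them changed per size. Without the block, the comparison of doxycycline with untreated in the miR-139 line recovered 44% of genes changed by 1 on the log2 scale and 0% of those changed by 0.5, and the interaction 8% and 0%. With the block, the shares were 94% and 55% for the miR-139 line, with 11 unchanged genes called, and 72% and 15% for the interaction, with 2 unchanged genes called.

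Alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, upper quartile scaling, quantile normalization, no variance trend, only the groups compared, array weights, an added fold threshold, each library left out in turn, and, chosen after the data were seen, the block, the block with other settings, and the 4 NE libraries left out.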

Results

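The deposited data held FPKM values of 12 polyA RNA libraries from CAL62, an anaplastic thyroid carcinoma line. The cells carried a doxycycline-inducible hsa-miR-139-5p or a scrambled control, and 3 libraries each were made from untreated cells and from cells given 1 µg/ml doxycycline for 96 h. The series names an axis of miR-139-5p and HNRNPF, an RNA-binding protein that regulates splicing. Between 9518 and 9884 of the 37471 genes analysed here had at least 1 FPKM per library. The miRNA itself was not measured in this table: its hairpin gene MIR139 was listed at 0 in all 12 libraries. PDE2A, in whose gene miR-139 lies, averaged 5.45 ± 2.26 FPKM (SD, n = 3) in untreated and 4.12 ± 1.07 in doxycycline-treated cells of the miR-139 line, a difference within the spread between libraries (log2 −0.30, SE 0.24).

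The first comparison asked what doxycycline changed in the cells with the inducible miRNA. HNRNPF was 193, 238 and 184 FPKM in the untreated C, NE and TR libraries of the miR-139 line and 96.7, 113 and 85.9 in the treated ones, a mean of 204.7 ± 28.8 against 98.5 ± 13.7 (SD, n = 3), or 51.9% lower. EIF4G2, which encodes a translation initiation factor related to EIF4G1, went from 443.5 ± 6.93 to 251.4 ± 13.1, or 43.3% lower. In the scrambled line HNRNPF was 208.2 ± 32.6 untreated and 215.8 ± 43.3 with doxycycline, and EIF4G2 was 419.4 ± 56.0 and 397.4 ± 44.2. The log2 change of HNRNPF in the miR-139 line was −0.99, −1.07 and −1.09 within the C, NE and TR tags, and both genes were lower in 3 of 3 tags.

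The unblocked limma fit called 0 of 9778 genes in this comparison, with 72 at an unadjusted p under 0.05. HNRNPF had a log2 change of −1.05 (SE 0.18, unadjusted p 6.72e-05, adjusted p = 0.337) and EIF4G2 one of −0.82 (SE 0.14, adjusted p = 0.337). With the tag as a replicate block, limma called 2 genes, both lower: HNRNPF (SE 0.08, adjusted p = 3.61e-05) and EIF4G2 (SE 0.10, adjusted p = 0.00458), with 438 genes at an unadjusted p under 0.05. The 72 and 438 genes were 0.74% and 4.48% of those tested, each below the share of 0.05 expected with no change. Such counts are therefore not a tally of responding genes. Over all comparisons and fits, only the treated lines compared with the block had a share above it (7.18%). EIF4G2 missed the threshold when the block was combined with quantile normalization (adjusted p = 0.094) or with no filter (adjusted p = 0.124). HNRNPFP1, a processed copy of HNRNPF, was listed at 0 in all 12 libraries.

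**Figure D1:**
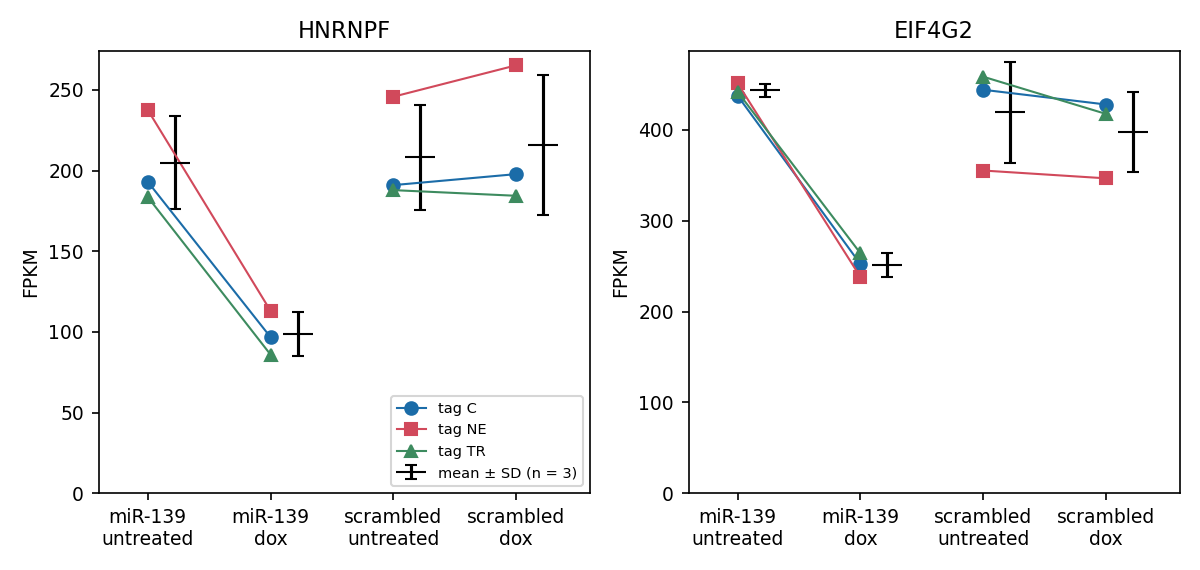
FPKM of HNRNPF (left) and EIF4G2 (right) in each library by group, with lines joining libraries of the same tag (C, NE, TR) within a line and black bars giving mean ± SD (n = 3). Doxycycline-treated miR-139 libraries lie between 85.9 and 113 FPKM for HNRNPF, below all other libraries.

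Among 16 tested genes reported as miR-139-5p targets, 15 had a negative log2 change in the miR-139 line, with a median of −0.11. The list was lower than other genes in camera (adjusted p = 8.2e-07), but adjusted p = 0.116 with an estimated correlation. Without HNRNPF, which the series itself names and which is not independent evidence, 14 of 15 were negative and the unadjusted p was 2.67e-05, or 0.0394 with an estimated correlation and 0.0713 with that and the block. Without EIF4G2 as well, 13 of 14 were negative (unadjusted p 0.00465, or 0.107 with an estimated correlation). HNRNPF and EIF4G2 were lower when adjusted over the list alone (2 genes, against 0 over all genes without the block and 2 with it). TCF4, a helix-loop-helix transcription factor, had 1.86 ± 0.93 and 1.33 ± 0.25 FPKM (log2 −0.25, SE 0.23), and MMP11, a matrix metalloproteinase, 4.26 ± 0.45 and 3.68 ± 0.77 (log2 −0.18, SE 0.17), both within the spread.

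Of the 20 tested hnRNP family members, HNRNPF alone was lower when adjusted over the list alone, and the list missed the threshold (camera adjusted p = 0.0663). HNRNPR, HNRNPUL2 and HNRNPU had log2 changes of −0.14 (SE 0.13), −0.15 (SE 0.14) and −0.09 (SE 0.12). The 10 SR proteins (adjusted p = 0.277, 8 of 10 negative) and the 32 core spliceosome genes (adjusted p = 0.735, median 0.01 and mean −0.01) did not pass, nor did the 10 genes of the miRNA pathway (adjusted p = 0.562).

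Genes of the amino acid and ATF4 response were lower as a list in the miR-139 line with doxycycline: 18 of 20 were negative, with a median log2 change of −0.22 (camera adjusted p = 0.00352, and adjusted p = 0.944 with an estimated correlation). This list was also lower in the NE libraries than in C and TR (16 of 20 genes, median −0.26). Whether the list passes without the NE libraries was not tested. CHAC1, a glutathione-degrading enzyme, had a log2 change of −0.70 (SE 0.73), and DDIT4, an inhibitor of mTORC1 signalling, had 33.4 ± 23.3 FPKM untreated and 18.9 ± 7.20 treated (log2 −0.61, SE 0.64), and in the scrambled line 42.3 ± 41.7 and 26.5 ± 15.9 (log2 −0.39). CTH, which makes cysteine from cystathionine, had a log2 change of −0.44 (SE 0.32) and the amino acid transporter subunit SLC3A2 one of −0.23 (SE 0.24), against 0.02 and −0.21 in the scrambled line. Of these 20 genes, 0 passed over all genes or adjusted over the list alone, in limma with or without the block, and 3 had an unadjusted p under 0.05 with the block against 0 without it.

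The remaining lists did not pass in this comparison. Mitosis (22 genes, CDK1 log2 −0.14, SE 0.13) had an adjusted p of 0.562, as did heat shock and protein folding (14 genes) and NF-kB and cytokines (10 genes). DNA replication, MAPK output, mitochondrially encoded proteins, nuclear oxidative phosphorylation and p53 targets each had an adjusted p of 0.735. EMT and invasion (15 genes, adjusted p = 0.907) had a median of −0.02 and a mean of 0.02. VIM, the mesenchymal intermediate filament vimentin, had 1558 ± 200.4 FPKM untreated and 1905 ± 181 treated (log2 0.29, SE 0.15). It was not called over all genes with or without the block. Thyroid differentiation (6 genes, led by PAX8 at 106.7 FPKM) and cholesterol synthesis (18 genes) had an adjusted p of 0.594 each, and glycolysis and hypoxia (21 genes) 0.83. The 22 interferon-stimulated genes had a median of −0.12 and passed only with the block (adjusted p = 0.00901, against 0.12 without it, and 0.676 with the block and an estimated correlation).

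Marker lists of other cell types had fewer than 5 tested members and no set test. The highest marker was CD68 at 8.68 FPKM for leukocytes, ESAM at 1.79 for endothelium, COL1A1 at 62.0 for fibroblasts, KRT10 at 15.2 for keratinocytes and SYP at 0.486 for thyroid C cells, as means over 12 libraries.

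Genes with a miR-139-5p seed site in the 3′ UTR were compared with genes without one, as a test of repression over all genes. In the miR-139 line, 891 genes with ACTGTAG had a median log2 change of −0.05 with doxycycline and 7007 genes without it one of 0.01, and 68.6% against 46.7% had a change below 0. The length-adjusted difference was −0.0328 (permutation p 1e-05, the smallest 100000 permutations can give, adjusted p = 2.5e-05 over 5 comparisons). In the scrambled line it was −0.0023 (permutation p 0.614). The median 3′ UTR was 3300 bases with the site and 1160 without it. The site was ranked among other 7-mers on the raw difference in medians, not adjusted for length (−0.0551 in the miR-139 line, −0.0205 in the scrambled line). Of 629 other 7-mers of the same composition, 4 had a raw difference as low in the miR-139 line and 125 in the scrambled line. Of the 412 found in at least 0.5 times as many genes, 0 and 58 did. The 271 genes with the 8-mer ACTGTAGA had a length-adjusted difference of −0.0619 in the miR-139 line. Across tags the 7-mer difference was −0.0334 in C, −0.0609 in NE and −0.0285 in TR. Genes are not independent replicates, so these p-values describe these libraries.

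**Figure D2:**
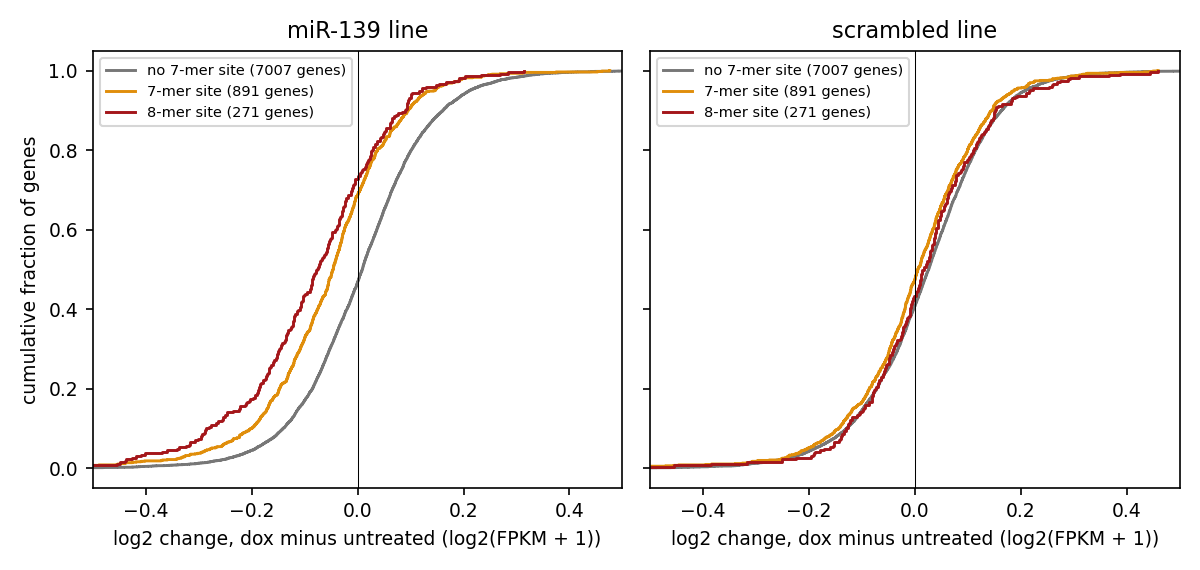
Cumulative fraction of genes (y axis) against the log2 change, doxycycline minus untreated, on log2(FPKM + 1) (x axis), in the miR-139 line (left) and the scrambled line (right), for 7007 genes without the 7-mer, 891 with it and 271 with the 8-mer. In the miR-139 line the curves of site genes lie to the left of the curve of genes without a site.

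The 3′ UTRs of HNRNPF and EIF4G2 each hold 1 such site. HNRNPF lies on the minus strand of chromosome 10 (GRCh38 43385617 to 43409166). Its 7-mer site, within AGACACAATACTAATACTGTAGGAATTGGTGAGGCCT, is at 43386151 to 43386157, in exon 4 of 4 of the transcript with the longest 3′ UTR, at bases 480 to 486 of a 3′ UTR of 1020. EIF4G2 lies on the minus strand of chromosome 11 (10797050 to 10809110). Its site, an 8-mer within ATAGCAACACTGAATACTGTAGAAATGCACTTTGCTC, starts at bases 351 to 357 of a 3′ UTR of 766, and its 7-mer part is at 10797459 to 10797465 in exon 22 of 22.

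The scrambled line given the same doxycycline served as the background. HNRNPF had a log2 change of 0.04 (SE 0.18) there and EIF4G2 one of −0.07 (SE 0.14). All 30 tested nuclear genes of oxidative phosphorylation had a positive change, with a median of 0.11 (camera adjusted p = 0.0168, and adjusted p = 0.931 with an estimated correlation). This list was also higher in the NE libraries than in C and TR (28 of 30 genes, median 0.30). In this line mitochondrially encoded genes took 7.69% of the summed FPKM in the untreated NE library and 5.45% in the treated one. Their share went the other way in C (10.74% untreated and 12.01% treated) and in TR (11.55% and 12.28%). Whether the list passes without the NE libraries was not tested. COX7B, a subunit of cytochrome c oxidase, went from 111.9 ± 11.9 to 135.5 ± 30.1 FPKM (log2 0.26, SE 0.17), and 0 of the 30 passed over all genes or adjusted over the list alone. The reported targets split into 8 positive and 8 negative (adjusted p = 0.839). The core spliceosome list passed only with the block (adjusted p = 0.0206, or 0.80 with an estimated correlation, 27 of 32 positive, SNRPA1 log2 0.20, SE 0.13). With the block, 1 gene of EMT and invasion was higher and 2 were lower when adjusted over the list alone, against 0 over all genes, among them CYR61, a matricellular protein, with 556.3 ± 103 and 708.7 ± 136 FPKM (log2 0.35, block SE 0.10), and ITGB3, an integrin subunit, with 29.3 ± 13.7 and 24.3 ± 15.5 (log2 −0.33, block SE 0.10).

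In limma, 0 genes passed in the scrambled line with or without the block, with 391 and 47 at an unadjusted p under 0.05. The smallest adjusted p with the block was 0.064, for KRTAP2-3, which passed with the block at a mean FPKM of at least 5, with upper quartile scaling and with quantile normalization. Across 9778 genes the doxycycline changes of the 2 lines had a Pearson r of 0.10 and a Spearman rho of 0.12, and 54.7% of genes had the same sign. The lines share no library but share the tags, and taken tag by tag r was 0.116 in C, 0.0842 in NE and 0.0741 in TR, against −0.0710 to 0.0736 for changes of different tags, so r is not a measure of a shared response to doxycycline alone. Genes are not independent replicates, so no p is given.

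The interaction asked whether the doxycycline change differed between the lines. It was −1.09 for HNRNPF (SE 0.25, adjusted p = 1.00 in the unblocked limma fit), and with the block HNRNPF was the 1 gene called (SE 0.11, adjusted p = 0.00166). Without the NE libraries, the blocked value was −1.05 with an adjusted p of 0.0618, so that call was lost. EIF4G2 had an interaction of −0.74 (SE 0.20) and missed the threshold with the block (adjusted p = 0.525). The unblocked fit called 0 genes, with 41 at an unadjusted p under 0.05, and the blocked one had 336. The reported targets had a lower change in the miR-139 line in 13 of 16 genes (camera adjusted p = 2.31e-04, and adjusted p = 0.35 with an estimated correlation), with 2 lower when adjusted over the list alone. Without HNRNPF and EIF4G2, 11 of 14 were negative (unadjusted p 0.0331, or 0.071 with the block and 0.21 with an estimated correlation). The median interaction of these 14 was −0.0945. Their median difference between the lines was 0.0952 before doxycycline (3 of 14 negative) and −0.027 after it. A higher untreated level in the miR-139 line may therefore account for part of their interaction. The amino acid and ATF4 list passed only with the block (17 of 20 negative, adjusted p = 0.0459, or 0.949 with an estimated correlation). The length-adjusted difference of genes with the 7-mer was −0.0441 (permutation p 1e-05, adjusted p = 2.5e-05).

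After doxycycline, HNRNPF (log2 −1.11, block SE 0.08) and EIF4G2 (log2 −0.65, block SE 0.10) were lower in the miR-139 line than in the scrambled line. FN1, the extracellular matrix protein fibronectin, was 312.4 ± 244 FPKM against 156.4 ± 143 (log2 1.16, SE 0.95 without and 0.15 with the block). SPON1, a secreted matrix protein, was 28.6 ± 12.01 against 13.9 ± 8.90 (log2 1.07, block SE 0.13). PRICKLE1, of the planar cell polarity pathway, GPRC5C, an orphan receptor, PLEKHA7, an adherens junction protein, and TSPAN18, a tetraspanin, were higher by 0.93, 0.92, 0.69 and 0.66. DYSF, dysferlin, was 11.5 ± 4.26 against 20.9 ± 8.84 (log2 −0.79), and CCNB1IP1, an E3 ubiquitin ligase, 51.6 ± 8.31 against 84.1 ± 18.1 (log2 −0.68).

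These 8 genes, HNRNPF, EIF4G2 and RP11-152F13.10 (2.65 ± 1.26 against 0.0406 ± 0.0704 FPKM, log2 1.74) were the 11 called with the block, 7 higher and 4 lower, with adjusted p from 1.63e-05 (HNRNPF) to 0.0442 (TSPAN18). The unblocked limma fit called 0, with 105 at an unadjusted p under 0.05 and 702 with the block. Without the NE libraries the blocked fit called 1 gene, HNRNPF, so the call of EIF4G2 was lost too. EIF4G2 was also not called when the block was combined with no filter, quantile normalization or no variance trend. It was called when the block was combined with a pseudocount of 0.1, at least 5 FPKM or upper quartile scaling. The genes other than HNRNPF and EIF4G2 kept their direction, with FN1 at 0.99 (SE 0.17, adjusted p = 0.274), SPON1 at 1.05 (SE 0.17) and DYSF at −0.73 (SE 0.14). Among these genes GPRC5C fell to 0.72 (SE 0.11) and TSPAN18 to 0.55 (SE 0.12). Only CCNB1IP1 had a larger difference than over all libraries (−0.74, SE 0.12). FN1 was 272.2, 90.6 and 574.4 FPKM in the treated C, NE and TR libraries of the miR-139 line, so that the unblocked spread was wide.

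**Figure D3:**
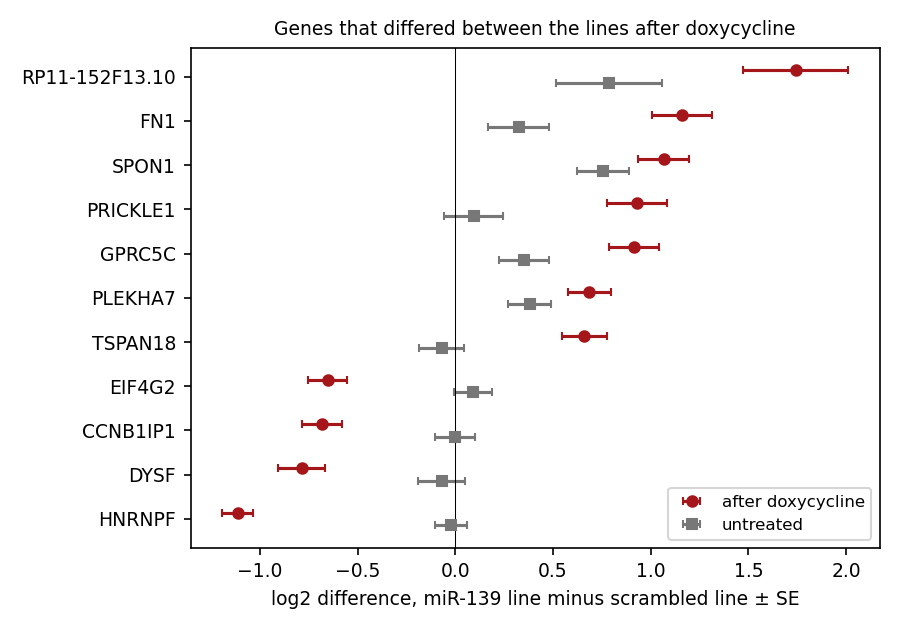
Log2 difference, miR-139 line minus scrambled line, ± SE from the blocked limma fit (x axis) for the 11 genes (y axis) that differed after doxycycline, with the untreated difference as grey squares (n = 3 libraries per group). SPON1 and RP11-152F13.10 differ by 0.76 and 0.79 before treatment and HNRNPF by −0.02.

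Of the lists, the amino acid and ATF4 response was lower in the treated miR-139 line than in the treated scrambled line, with 19 of 20 genes negative and a median of −0.22 (camera adjusted p = 0.00254, and adjusted p = 0.853 with an estimated correlation). Here too it was not tested without the NE libraries, in which the list was lower than in C and TR. SHMT2, the mitochondrial serine hydroxymethyltransferase, was 148.0 ± 33.0 against 219.1 ± 61.2 FPKM (log2 −0.55, SE 0.31) and was 1 gene lower with the block when adjusted over the list alone, against 0 over all genes. PYCR1, of proline synthesis, was at −0.40 (SE 0.33). The reported targets passed as a list (9 of 16 negative, median −0.07, adjusted p = 0.00254, or 0.749 with an estimated correlation), with 2 genes lower when adjusted over the list alone, HNRNPF and EIF4G2. Without these 2, 7 of 14 were negative with a median of −0.03 (unadjusted p 0.207, or 0.342 with the block), so the list passed through them. Passing only with the block were DNA replication (19 of 24 positive, adjusted p = 0.0428), nuclear oxidative phosphorylation (28 of 30 negative, adjusted p = 0.0448) and cholesterol synthesis (13 of 18 negative, adjusted p = 0.0428), each with an adjusted p of 0.839 with an estimated correlation. FN1 was the 1 gene of EMT and invasion higher with the block when adjusted over the list alone, and this list had a negative median (−0.05) and a positive mean (0.08). Within glycolysis and hypoxia, 1 gene was higher and 2 lower in that way, with PFKFB3, which controls glycolytic flux, at −0.44 (block SE 0.10) and ADM, adrenomedullin, at −0.51 (block SE 0.10). DHCR7, of the last step of cholesterol synthesis, was at −0.33 (block SE 0.08).

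Before doxycycline, HNRNPF differed between the lines by −0.02 (SE 0.18) and EIF4G2 by 0.09 (SE 0.14), both within the spread. The reported targets without these genes had a median difference of 0.0952, with 3 of 14 negative (camera unadjusted p 0.17, or 0.405 with an estimated correlation). Genes of mitosis were higher in the miR-139 line in 16 of 22 cases, with a median of 0.09 (camera adjusted p = 0.00693, and adjusted p = 0.716 with an estimated correlation). Mitosis genes were also higher in the NE libraries than in C and TR (16 of 22 genes, median 0.27), and the list was not tested without the NE libraries. CDK1, the kinase that drives entry into mitosis, was 98.5 ± 8.56 against 82.6 ± 3.68 FPKM (log2 0.25, SE 0.13), and NUF2, of the kinetochore, 35.9 ± 1.86 against 30.4 ± 3.81 (log2 0.24, SE 0.13). Of the 22 genes, 0 passed over all genes or adjusted over the list alone. DNA replication passed only with the block (20 of 24 positive, adjusted p = 0.0234, or 0.798 with an estimated correlation).

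In limma, 0 genes differed between the untreated lines with or without the block, with 435 and 58 at an unadjusted p under 0.05, and the smallest adjusted p with the block was 0.332. Genes with the 7-mer had a length-adjusted difference of 0.0177 (permutation p 9.6e-04) and those with the 8-mer one of 0.0423 (permutation p 4e-05). By tag, the 7-mer difference was 0.0705 in NE, 0.0051 in C and −0.0058 in TR. The interaction was −0.0533 in NE, −0.0433 in C and −0.0256 in TR. For the 7-mer, a difference before induction was thus seen in the NE pair only, and may be part of the interaction of site genes there. The 8-mer was not split by tag, so its untreated difference cannot be placed in any pair. Without the NE libraries the 7-mer difference was −0.00072 (permutation p 0.861), and the interaction −0.0361. After doxycycline the raw difference in medians was 0.0001 and the length-adjusted one −0.0197 (permutation p 1.6e-04).

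The libraries differed more by tag than by group. The 13 mitochondrially encoded protein genes took 8.57%, 6.89%, 7.69% and 5.45% of the summed FPKM of the genes analysed here in the NE libraries, in the order miR-139 untreated, miR-139 treated, scrambled untreated and scrambled treated, and between 10.7% and 12.3% in the C and TR libraries. Relative to C and TR, the NE libraries had all 24 DNA replication genes higher (median log2 0.56) and all 13 mitochondrially encoded genes lower (median −0.67). Nuclear oxidative phosphorylation (28 of 30 genes, median 0.30), the core spliceosome (30 of 32, median 0.31), mitosis (16 of 22, median 0.27), cholesterol synthesis (15 of 18, median 0.36) and glycolysis and hypoxia (14 of 21, median 0.33) were also higher in NE, and reported targets (10 of 16, median −0.20), NF-kB and cytokines (9 of 10, median −0.34), EMT and invasion (11 of 15, median −0.22), amino acid and ATF4 genes (16 of 20, median −0.26) and interferon-stimulated genes (19 of 22, median −0.28) lower. Of all 9778 genes, 5093 were higher in NE, with a median of 0.02. These are values of library sets defined by tag and were not tested. Each group held 1 NE library.

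**Figure D4:**
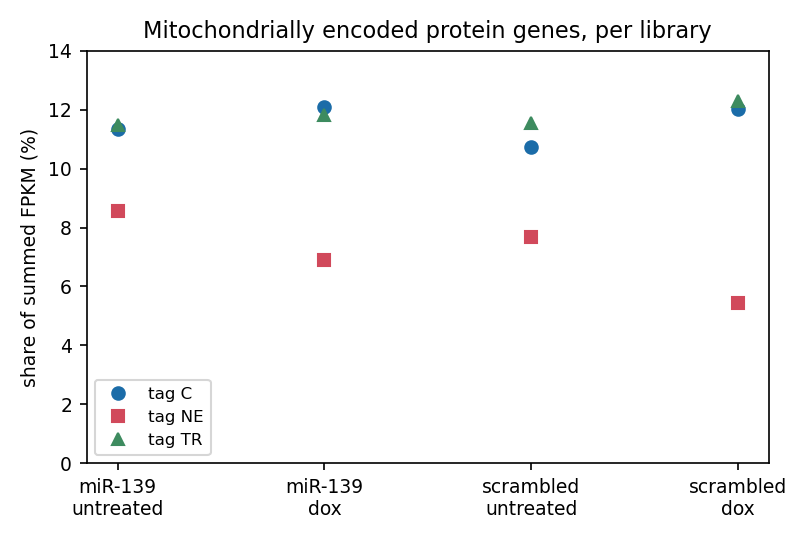
Share of the summed FPKM of the genes analysed here taken by 13 mitochondrially encoded protein genes (y axis, percent) in each library by group (x axis), with the tag as colour and shape. The 4 NE libraries lie between 5.45% and 8.57% and the other 8 between 10.7% and 12.3%.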

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

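The test on seed sites was fixed before the results were seen, the replicate block was chosen only after the column names were seen, and the tests on library scaling and on doxycycline itself only after the change of HNRNPF was seen. HNRNPF stood out because its response to doxycycline differed between the lines: the interaction was −1.092 with the tag as a replicate block (limma adjusted p = 0.00166, unblocked adjusted p = 1.00), lower in 3 of 3 tags. Without the NE libraries the blocked value was −1.05 and missed the threshold (adjusted p = 0.0618), and over the alternatives with other settings its adjusted p ran from 6.86e-04 to 1.00. Genes with the 7-mer seed site stood out in the same way, over 891 genes with the site. Their length-adjusted difference, taken on the interaction of each gene, was −0.0441 (permutation adjusted p = 2.5e-05). Taken on the change within each line, it was −0.0328 in the miR-139 line and −0.0023 in the scrambled line. The untreated lines also differed (0.0177), but by tag this was 0.0705 in NE, 0.0051 in C and −0.0058 in TR. Without the NE libraries the untreated difference was −0.00072 and the interaction −0.0361.

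For HNRNPF and EIF4G2, which were lower in the miR-139 line after doxycycline, the tables argue against library scaling, since the change nearest to 0 of either gene was still −0.81 under upper quartile scaling and quantile normalization. They also argue against doxycycline itself, which gave a mean log2 change of −0.0151 for the 2 genes in the scrambled line. Repression through 3′ UTR seed sites is a candidate explanation that remains, and both genes hold a site. In the interaction, the length-adjusted difference of genes with the 7-mer was −0.0441, a test that could have come out at 0 or above. That difference concerns all genes with a site and not these 2 alone (FN1 holds the 7-mer too and was higher in the miR-139 line after doxycycline, log2 1.16), and other effects of the induced miRNA, or a different response of the lines to doxycycline, were not tested. The explanation is a hypothesis. Its test was fixed before the results were seen, but the change of the 2 genes and the test come from the same libraries.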

How the results depend on the processing

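The replicate block (the tag), its combinations and the fits without the NE libraries were chosen only after the column names were seen. Unblocked limma called 0 genes in every comparison (unadjusted p under 0.05 for 72, 47, 41, 105 and 58 genes), in an order kept below: miR-139 line, scrambled line, interaction, treated lines, untreated lines. The cause was not tested for any value below. The block called 2, 0, 1, 11 and 0 genes. Together with a pseudocount of 0.1 it called 2, 0, 1, 8 and 0, with no filter 1, 6, 1, 5 and 0, with at least 5 FPKM 2, 1, 1, 9 and 0, with upper quartile scaling 2, 1, 1, 11 and 0, with quantile normalization 1, 1, 1, 10 and 0, without the variance trend 2, 0, 1, 5 and 0, and without the NE libraries 2, 0, 0, 1 and 0. Without the block, no filter gave 0, 6, 1, 5 and 2, quantile normalization 1, 0, 0, 1 and 0, and array weights 2, 0, 0, 1 and 0. The other alternatives, the fits without each library in turn (0 to 0 in all 5) and the unblocked fit without NE called 0.

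HNRNPF in the miR-139 line kept its direction in 17 of 17 alternatives and passed the threshold in 10: quantile normalization (−1.06), array weights (−1.05), the replicate block (−1.05), the block with a pseudocount of 0.1 (−1.05), no filter (−1.05), at least 5 FPKM (−1.05), upper quartile scaling (−1.04), quantile normalization (−1.06) or no variance trend (−1.05), and the block without the NE libraries (−1.04). With each library left out in turn it ranged from −1.15 to −0.94. Its interaction kept its direction in 16 of 16 alternatives and passed in 7: the block alone (−1.09), with a pseudocount of 0.1 (−1.10), no filter (−1.09), at least 5 FPKM (−1.09), upper quartile scaling (−1.05), quantile normalization (−1.05) or no variance trend (−1.09), with a range of −1.22 to −0.93 over libraries left out. With each library left out in turn EIF4G2 ranged from −0.85 to −0.78 in the miR-139 line and from −0.84 to −0.63 in the interaction, and without the NE libraries it was −0.77 and −0.67. The block changed no call beyond those given here and in the list tests.

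Of 95 list tests, 7 passed with the preset correlation, 7 with a pseudocount of 0.1, 14 with the replicate block, and 0 with an estimated correlation or with fry. The correlation of the doxycycline changes was 0.10, and 0.08 and 0.09 under the alternatives. The difference of seed site genes in the scrambled line, −0.0023, turned to 0.0074 for the 8-mer and to 0.0033 without the NE libraries, and over tags left out ran from −0.0034 to 0.0033. In the untreated lines it was 0.0177, rose to 0.0423 for the 8-mer, turned to −0.00072 without NE and ran up to 0.0303 over tags left out. For the 8-mer it was −0.0619 in the miR-139 line, −0.0875 in the interaction and −0.0490 in the treated lines. The ranges over tags left out were −0.0435 to −0.0329 in the miR-139 line, −0.0522 to −0.0361 for the interaction and −0.0309 to −0.0160 for the treated lines, with no change of sign. The depth is unknown, so what it limits was not assessed.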

Other observations

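The tests on the 9 genes that differed between the lines, the count of sites among lower genes, the 2 tests on the difference of NE from C and TR, and the splits made within tags were chosen only after the results were seen; the tests on the share of the tag and the splits without the block were not. With HNRNPF and EIF4G2 counted in, genes at an unadjusted p under 0.05 with the block in the miR-139 line were richer in seed sites when lower: 47 of 160 lower genes held the 7-mer (29.4%), against 891 of all 7898 genes searched (11.3%), an odds ratio of 3.40 (Fisher's exact test p 2.62e-10), or 3.93 within bins of 3′ UTR length, where 19.2 genes would be reached at equal length. Of 162 higher genes, 5 held it (3.09%, odds ratio 0.246, Fisher's exact test p 2.28e-04), with an odds ratio of 0.326 within bins of length (p 0.00854, 13.2 genes at equal length). In the scrambled line, 15 of 113 lower genes (13.3%, p 0.456) and 17 of 188 higher genes (9.04%, p 0.413) did, by Fisher's exact test. These p-values treat genes as independent replicates, which they are not, and describe these libraries only. The cut itself held 4.48% of the tested genes in the miR-139 line, below the share of 0.05 expected with no change. The counts draw on the same changes as the difference in medians, so they are not further evidence. For 20 of the 47 lower genes with the site, the interaction had an unadjusted p under 0.05 in limma with the block. A difference between the lines was not shown for the rest. Of the 47, 25 were also lower in the scrambled line, and 6 by at least 0.5 times as much, such as TMED10 (log2 −0.37 and −0.23), OASL (−0.49 and −0.47) and VPS37B (−0.24 and −0.24). Others of the 47, chosen after their values were seen and each above an adjusted p of 0.05, were E2F7, a repressor of cell cycle genes, with 32.4 ± 6.45 FPKM untreated and 22.3 ± 5.43 treated (SD, n = 3), BTG3, an antiproliferative protein, with 27.0 ± 3.07 and 19.4 ± 2.03, the lysocardiolipin acyltransferase LCLAT1 with 8.82 ± 1.01 and 5.64 ± 0.434, and DPY30, of histone methyltransferase complexes, with 102.4 ± 18.2 and 75.3 ± 6.19. BTG3 was 23.8 ± 4.34 and 25.1 ± 4.09 FPKM in the scrambled line, and its interaction was −0.53.

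Genes without a site and chosen after their values were seen included CPSF3, the endonuclease that cleaves pre-mRNA before polyadenylation, at 39.2 ± 6.33 FPKM untreated and 27.1 ± 1.75 treated in the miR-139 line (log2 −0.50, limma adjusted p with the block 0.173), and ACAP1, a regulator of ARF6, at 3.48 ± 0.523 and 6.54 ± 0.559 (log2 0.76, adjusted p 0.354). ACAP1 was already at 6.29 ± 1.44 FPKM in the untreated scrambled line. In the scrambled line KRTAP2-3, a keratin-associated protein, was at 93.2 ± 26.3 untreated and 181.7 ± 72.8 treated (log2 0.90, adjusted p with the block 0.064, under 0.05 in 3 alternatives with the block), and 107.6 ± 43.8 and 111.2 ± 31.3 in the miR-139 line. DKK1, a secreted Wnt antagonist, was at 5.52 ± 0.660 untreated and 9.91 ± 1.21 treated in the scrambled line (adjusted p with the block 0.102) and at 6.80 ± 0.761 and 9.61 ± 0.697 in the miR-139 line.

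The 4 NE libraries, 1 per group, stood apart from the C and TR libraries. A bias on transcript length and GC content is argued against as the whole account, since after both were corrected the squared difference of NE from C and TR kept 80.4% of its sum and the tag, which also parts C from TR, held 70.4% of the sum of squares (67.9% before), over the 7898 genes (80.8% of those tested) with both values. It may account for part, since the deviations of the NE libraries went with GC content at a rho of −0.27 to 0.55 and with length at −0.42 to 0.08, unlike between the 4 libraries. Library scaling and a few abundant genes are argued against in the same way, since 88.2% of that difference was kept after quantile normalization and the tag held 61.7%. A difference in culture or library preparation between the repeats stays open, since the labels give no batch, and no biological explanation was tested.

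The 9 other genes that differed between the lines after doxycycline (such as FN1, SPON1 and DYSF) did so in the same direction in all 3 tags; without the NE libraries the blocked fit called none of these, with a median signed difference of 0.74 in C and TR against 0.92 over all libraries and with 8 libraries in place of 12. Library scaling is argued against, since the median signed difference after quantile normalization was 97.5% of that as deposited. A difference present before doxycycline may account for part of the pattern: the untreated median, signed as after treatment, was 0.32, or 35.3% of that after, between the bounds set for a line difference and for its absence. The genes varied, from SPON1 (0.76 untreated, block SE 0.13, and 1.07 after) to DYSF (−0.07, SE 0.12, and −0.79), PRICKLE1 (0.09, SE 0.15, and 0.93), TSPAN18 (−0.07, SE 0.11, and 0.66) and CCNB1IP1 (0.00, SE 0.10, and −0.68), but the genes were selected for their difference after doxycycline, which inflates it, and the interaction of each missed the threshold with the block (limma adjusted p 0.778 for TSPAN18). A difference between the lines themselves therefore cannot be told apart from a response to the induced miRNA for these 9 genes.

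For counts of genes in the 4 comparisons between groups, the splits are too few for a share under 0.05. Without the block there are 10 splits per comparison, and both the real count and the highest of the other splits were 0. With libraries exchanged within tags there are 4 splits: the real count was 2 and the highest other 0 for the miR-139 line, 0 and 1 for the scrambled line, 11 and 0 between the treated lines, and 0 and 0 between the untreated lines, so that 1, 4, 1 and 4 splits reached the real count. For the interaction without the block, 100 of 100 splits drawn from 200 reached the real count of 0, as any count does, so that this says nothing about chance; the highest other called 9, which points to a structure of the samples beyond the groups. With exchange within tags, 10 of 32 splits reached the real count of 1, with 2 in the highest other. All 8 splits that kept the miR-139 line as labelled, the real one included, were among the 10; they keep the change of HNRNPF in that line, so the share does not test that change. Of the other 24 splits, 2 reached the count, with 1 gene as the highest, so that chance cannot be excluded for the count.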
